# Curcumin as an Epigenetic Therapeutic Agent in Myelodysplastic Syndromes (MDS)

**DOI:** 10.3390/ijms23010411

**Published:** 2021-12-30

**Authors:** Xiaoqing Xie, Daria Frank, Pradeep Kumar Patnana, Judith Schütte, Yahya Al-Matary, Longlong Liu, Lanying Wei, Martin Dugas, Julian Varghese, Subbaiah Chary Nimmagadda, Cyrus Khandanpour

**Keywords:** GFI1, acute myeloid leukaemia, histone acetyltransferase inhibitor, curcumin

## Abstract

Growth Factor Independence 1 (GFI1) is a transcription factor with an important role in the regulation of development of myeloid and lymphoid cell lineages and was implicated in the development of myelodysplastic syndrome (MDS) and acute myeloid leukaemia (AML). Reduced expression of *GFI1* or presence of the *GFI1-36N* (serine replaced with asparagine) variant leads to epigenetic changes in human and murine AML blasts and accelerated the development of leukaemia in a murine model of human MDS and AML. We and other groups previously showed that the *GFI1-36N* allele or reduced expression of GFI1 in human AML blasts is associated with an inferior prognosis. Using *GFI1-36S*, *-36N -KD*, *NUP98-HOXD13-tg* mice and curcumin (a natural histone acetyltransferase inhibitor (HATi)), we now demonstrate that expansion of *GFI1-36N* or *–KD, NUP98-HODXD13* leukaemic cells can be delayed. Curcumin treatment significantly reduced AML progression in *GFI1-36N* or *-KD* mice and prolonged AML-free survival. Of note, curcumin treatment had no effect in *GFI1-36S*, *NUP98-HODXD13* expressing mice. On a molecular level, curcumin treatment negatively affected open chromatin structure in the *GFI1-36N* or *-KD* haematopoietic cells but not *GFI1-36S* cells. Taken together, our study thus identified a therapeutic role for curcumin treatment in the treatment of AML patients (homo or heterozygous for *GFI1-36N* or reduced *GFI1* expression) and possibly improved therapy outcome.

## 1. Introduction

Acute myeloid leukaemia (AML) is the most common myeloid leukaemia in adults characterized by an accumulation of immature myeloid cells [1,2]. Myelodysplastic Syndrome (MDS), another disease of myeloid origin is characterized by the perturbed function of the myeloid-erythroid-megakaryocytic lineage resulting in neutropenia, thrombocytopenia and anaemia [3]. Approximately 30% of the MDS patients develop overt AML during the course of the disease [4]. Compared with other haematological malignancies, the prognosis of MDS/AML is relatively poor, since it is mainly a disease of elderly patients who cannot tolerate intensive chemotherapy regimens [2].

Growth Factor Independence 1 (GFI1) is a zinc finger transcriptional repressor and regulates the key function of hematopoietic stem cells (HSCs) [5,6] by recruiting histone deacetylases and histone demethylase complex to its target genes [7,8]. Murine studies have identified an important role for *Gfi1* in the quiescence of HSCs and their differentiation into cells of myeloid and lymphoid lineages [5]. Inherited mutation and variations in *GFI1* were reported in patients with severe congenital neutropenia [9]. Besides haematological malignancies, GFI1 mutation or reduced GFI1 expression enhances the progression of other cancers such as colorectal [10], lung [11], prostate, and breast cancers [12] Besides haematological malignancies, GFI1 mutation or reduced GFI1 expression enhances the progression of other cancers such as colorectal [10], lung [11], prostate, and breast cancer [12].We have formerly reported a single nucleotide polymorphism (SNP) in *GFI1* (*GFI1-36N*, 36 serine (S) replaced with asparagine (N)) and its role in the induction of *Hoxa9* locus and acceleration of K-RAS driven myeloproliferative disorder in mice [13]. Subsequently, we generated various murine strains characterized by lower GFI1 expression or those expressing cDNA of full-length human *GFI1-36S* or *-36N* in murine locus and demonstrated their role in MDS and AML [6,13,14]. The mouse models elucidated an important role for reduced Gfi1 expression and the expression of *GFI1-36N* SNP variant in the accelerated onset of fatal myeloid proliferative disease (MPS) and increased the risk for AML progression [6,7,14,15].

Epigenetic modifications lead to alteration in the expression of genes and have been implicated in AML pathogenies [16]. Epigenetic modifying agents such as DNA hypomethylation agents (like azacytidine and decitabine) are widely used to treat MDS and AML patients [17] and there are several ongoing preclinical and clinical studies testing histone deacetylase (HDACs) inhibitors (like panobinostat and vorinostat) in myeloid malignancies [18]. *GFI1-36N* or reduced expression of *GFI1* lead to epigenetic changes, potentially due to their reduced ability to recruit histone-modifying enzymes (HDACs 1-3) to their target genes [19]. Supporting these observations, data from our group also demonstrated that reduced expression of GFI1 protein or *GFI1-36N* allele in murine AML blasts led to an increase in H3K9 acetylation at GFI1 target genes [6,14]. Furthermore, histone acetyltransferase inhibitors (HATi), CTK7a treatment blocked leukaemia progression in healthy mice transplanted with *GFI1-36N* homo or heterozygous murine AML cells [6,14].

Curcumin a polyphenolic compound derived from *Curcuma longa* is characterized by potent anti-oxidant and anti-inflammatory properties by modulating cytokines like TNF-α or interleukin-6 [20,21]. Additional, curcumin has been shown to have membrane protective, antimicrobial, thrombosis supressing as well as antirheumatic effects [22,23].Curcumin is a natural HATi with no associated toxicities even at high doses (12 g/day) [22,24] and is often used as food additive especially in Asian countries [20]. In the past twenty years curcumin has gotten a lot of attention due to its anti-tumour effects. Recent studies have found its effect on several signalling pathways such as cell cycle, NF-κB signalling and mitogen-activated protein kinase (MAPK) pathway leading to efficient induction of proliferation and provoked apoptosis [21,23]. Studies have confirmed its anticancer activities in various cancers like prostate and colorectal cancer as well as AML [20,21,25].Current therapy with DNA demethylating agent Azacitidine and chemotherapeutic drugs are characterized by a wide side effect profile and limited curative therapeutic regimens. Employing our mouse models differentially expressing GFI1, we were thus interested in evaluating the therapeutic potential of curcumin in a setting of MDS-AML patients expressing reduced GFI1 or *GFI1-36N* SNP variant.

## 2. Results

### 2.1. Mice AML-Free Survival in Curcumin Un-Treatment and Curcumin Treatment

To investigate our hypothesis that curcumin treatment could therapeutically benefit MDS patients with lower expression of GFI1 or those expressing *GFI-36N*, we used *NUP98-HOXD13* transgenic (*tg*) mice as a model for MDS. The fusion gene *t*(*2*;*11*) (*q31*;*p15*) characteristic of the mouse model lead to the development of highly penetrant disease similar to human MDS with blast cells in the bone marrow (BM), dysplastic features of myeloid cells, and progressing to cytopenia [14]. A fraction of these mice developed leukaemia reminiscent of AML with characteristics consistent with human MDS as reduced BM infiltration, the appearance of blast cells in the peripheral blood (PB) and succumbed to leukaemia from cytopenia. Using this model we have demonstrated that the reduced expression of GFI1 or presence of *GFI1-36N* accelerated progression to AML in the *NUP98-HOXD13* murine model with MDS [6,26]. The presence of *GFI1-36N* or reduced expression of *GFI1* (*GFI1-KD*) shortened the latency period and increased the incidence of AML [1].

Following the previously described strategy [1,6,14], *GFI1-36S*, *-36N*, and *-KD*, *NUP98-HOXD13-tg* mice were treated with vehicle or curcumin. All the mice were characterized with no obvious differences in overall survival but a difference in latency and frequency of AML development (Figure 1A–D and Appendix Figure A1). Interestingly, curcumin treatment of *GFI1-36N* and -*KD*, *NUP98-HOXD13-tg* mice impeded AML progression significantly leading to a prolonged AML-free survival time (Figure 1B–D). Overall, curcumin treatment impeded AML development in *GFI1-36N* and -*KD*, *NUP98-HOXD13-tg* mice but had no effect in *GFI1-36S*, *NUP98-HOXD13-tg* mice (Figure 1D). Different studies have shown that c-kit positive (ckit+) leukemic cells are enriched for leukemic stem cells [27]. We, therefore, quantified ckit+ cells to gain further insights into leukaemogenesis and survival in curcumin-treated mice. Curcumin treatment of *GFI1-36N* and *-KD*, *NUP98-HOXD13-tg* mice led to a decrease in the percentage of c-kit+ cells in the BM but not in the control *GFI1-36S*, *NUP98-HOXD13-tg* mice (Figure 2A, 77.8% to 24.2% in *GFI1-KD* setting, *p* < 0.001 and 78.3% to 31.8% in *GFI1-36N* mice, *p* < 0.001). However, no changes in the percentage of c-kit+ cells in *GFI1-36S*, *NUP98-HOXD13-tg* mice were observed in BM (Figure 2A). Similar observations were made in the spleen. Percentage of the c-kit+ cells were decreased in *GFI1-KD* and *-36N, NUP98-HOXD13-tg* mice (Figure 2B, 60% to 23.7%, *p* < 0.005 and from 64.3% to 32.1%, *p* < 0.01 respectively). Again, no changes in the percentage of *GFI1-36S*, *NUP98-HOXD13-tg* mice were observed. We next investigated additional parameters as platelet (PLT) number and haemoglobin (Hb) in various settings. In *GFI1-36S*, *-36N* or *GFI1-KD*, *NUP98-HOXD13-tg* mice, curcumin treatment did not alter Hb or PLT number (Figure 2C,D). BM cytospin analysis from different mice indeed confirmed a role for curcumin treatment in the suppression of leukemic blasts in *GFI1-36N* and *-KD*, *NUP98-HOXD13-tg* leukemic mice (Appendix Figure A2A,B). This is in line with our earlier observations underscoring a role for curcumin treatment in improved AML free survival in mice (Figure 1A–D). In summary, our observations indicated that curcumin treatment in line with our hypothesis impeded the progression of MDS to AML and was associated with a lower tumour burden in *GFI1-36N*, *-KD, Nup98-HOXD13-tg* mice.

### 2.2. Expression of GFI1-36N and GFI1-KD Induced Differential Epigenetic Changes as Compared to GFI1-36S

We have earlier reported that expression of *GFI1-36N* or a lower expression of *GFI1* in leukemic cells leads to higher levels of H3K9 acetylation around transcription start sites (TSSs) of previously identified GFI1 target genes in comparison to *GFI1-36S* leukemic cells [1,14]. We, therefore, sought to analyse the effect of curcumin on these genes by performing ChIP-seq analysis with a focus on the H3K9 acetylation on GFI1 target genes. 

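H3K9ac, the acetylation of histone H3 that marks active promoters, was profiled by ChIP-seq in frozen BM cells of *NUP98-HOXD13-tg* mice. The 6 libraries analysed here comprise 1 from vehicle-treated and 1 from curcumin-treated mice (20 mg/kg) for each of *GFI1-36S*, *-36N* and *-KD*. With 1 library per group, no difference has a replicate check and no p-value is given. The authors trimmed the reads, mapped them to mm10, called peaks in each library with MACS2 and removed peaks in black list regions. The deposited lists give the position, summit, fold enrichment over the local background, −log10 p and −log10 q of each peak, and these values are the authors'. In *GFI1-36S* mice, 41312 peaks were listed with vehicle and 20354 with curcumin. In *GFI1-36N* mice, the numbers were 39564 and 49213, and in *GFI1-KD* mice 39272 and 30784. The lowest −log10 q in a list was between 1.31 and 1.46. The lists carry no read totals, but MACS2 computes fold enrichment and p from the fragments at the summit, and whole fragment counts were recovered in this way for 98.6% to 99.9% of the peaks of each library. Relative to the control, the curcumin library had 0.902 times the fragments of the vehicle library in *GFI1-36S*, 0.909 times in *-36N* and 0.920 times in *-KD* mice. The median summit held between 24 and 36 fragments. The read counts per consensus peak behind Figure 3 and the GFI1 target genes were not analysed here. A promoter was taken as the 1 kb on each side of any annotated TSS of a protein-coding gene, and it had a peak when a peak overlapped it by at least 1 bp. Of 21938 such genes, 9341 had a promoter peak in all 6 libraries and 12557 in at least 1. The names of the *GFI1-36S* lists carry the opposite treatments to the sample labels. The labels were followed, and for *GFI1-36S* the share of lost promoters, the covered share of promoters and the gene lists were also computed with the treatments exchanged. The names of the *GFI1-36N* lists give a heterozygous mouse for vehicle and a homozygous mouse for curcumin, which the labels do not state.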

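Promoter H3K9ac was compared by counting promoters with a peak in only 1 library of a pair. In *GFI1-36N* mice, 11333 promoters had a peak with vehicle and 11801 with curcumin. A peak was present in both libraries at 11112 promoters, with vehicle alone at 221 and with curcumin alone at 689. The promoters that lost the peak therefore made up 24.3% of those that changed (Wilson 95% interval 21.6% to 27.2%, counting error only). In *GFI1-KD* mice, 11766 promoters had a peak with vehicle and 11107 with curcumin. Here 10965 promoters had a peak in both libraries, 801 with vehicle alone and 142 with curcumin alone, so that 84.9% of the changed promoters had lost it (82.5% to 87.1%). Changed promoters carried weak peaks. Ranked by fold enrichment among the promoter peaks of its library, the peak of a lost *GFI1-KD* promoter had a median rank of 5.48 on a scale up to 100, and that of a gained *GFI1-36N* promoter 5.07. When each list was limited to its 20354 top peaks by −log10 p, the alternative that moved the *GFI1-36N* share most, the lost promoters made up 37.99% in *GFI1-36N* and 78.3% in *GFI1-KD* mice. The strongest peaks among the changed promoters were found at *Tmem88*, *Ppp6r1* and *3830406C13Rik* (gained) and *Gm17334*, *Slx4* and *Esr1* (lost) in *GFI1-36N* mice. In *GFI1-KD* mice they were found at *Lemd3*, *Hoxc5* and *Hoxc4* (gained) and *AC141477.1*, *Tmem88* and *Slx4* (lost). With a window of 3 kb, *Tmem88*, *Slx4*, *Gm17334* and *AC141477.1* had a peak in all 6 libraries. *Tmem88* lies on chromosome 11 of mm10 from 69396519 to 69398234, and its *GFI1-KD* peak with vehicle ended at 69397277, near the edge of the window.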

Our analysis indeed revealed that the curcumin treatment of *GFI1-36N* or *–KD*, *Nup98-HOXD13* lead to lower acetylation of the global promotor region (+/− of 1 kb from TSS), as compared to leukemic cells expressing *GFI1-36S* (Figure 3B,C). 

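The distribution of H3K9ac peaks relative to the TSS was measured with 1 TSS per gene, the most upstream one annotated, as the percentage of genes covered by a peak at each distance. Coverage was highest 200 bp downstream of the TSS in all 6 libraries. At this position, 46.9% of genes were covered with vehicle and 48.7% with curcumin in *GFI1-36N* mice, against 49.2% and 46.1% in *GFI1-KD* mice. At 1 kb downstream the values were 31.9% and 34.5% in *GFI1-36N* and 35.1% and 27.1% in *GFI1-KD* mice. Over all bases within 1 kb of the TSS, the covered share was 35.5% with vehicle and 37.5% with curcumin in *GFI1-36N* mice, a rise of 2.04 percentage points. In *GFI1-KD* mice it was 38.2% and 33.7%, so that it fell by 4.49 percentage points. When genes of all biotypes were included, the *GFI1-36N* share rose by 1.13 points and the *GFI1-KD* share fell by 2.52 points.

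**Figure D1:**
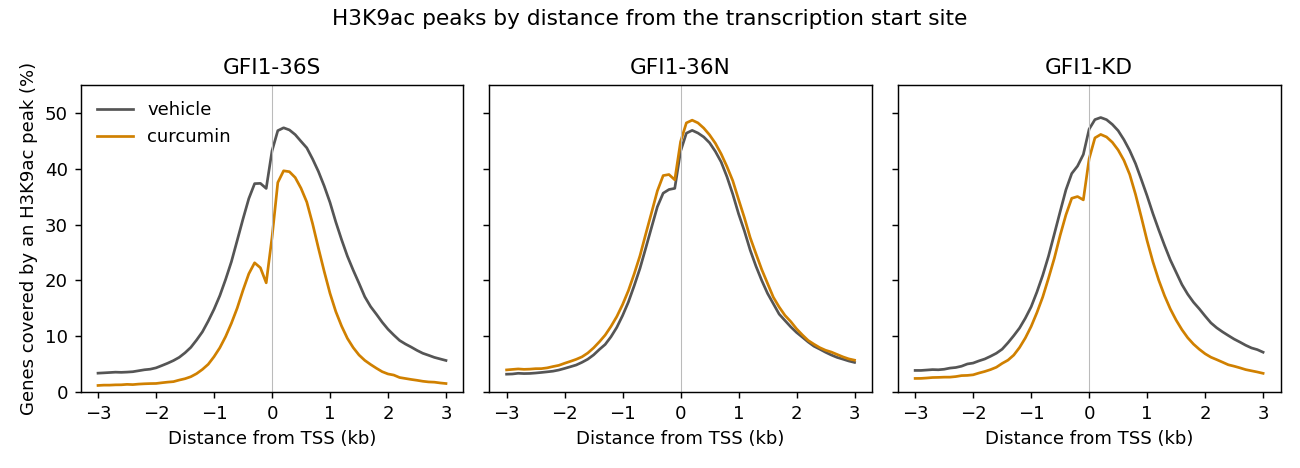
Percentage of protein-coding genes covered by an H3K9ac peak (vertical axis) at each distance from the TSS in kb (horizontal axis, positive values downstream), in 1 vehicle library (grey) and 1 curcumin library (orange) per genotype. The curcumin line lies below the vehicle line in *GFI1-36S* and *-KD* mice and above it in *-36N* mice, with maxima 200 bp downstream of the TSS.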

As evident by these data, the average distribution of H3K9ac relative to the TSS across genes in leukemic cells from *GFI1-36N* and *-KD* was lowered and this was even further pronounced in *GFI1-KD* blast cells with a lower log2 fold change (Figure 3B,C). 

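In the *GFI1-36S* pair, 11377 promoters had a peak in the library labelled vehicle and 9726 in the library labelled curcumin. Both libraries had a peak at 9495 promoters, the vehicle library alone at 1882 and the curcumin library alone at 231. The lost promoters thus made up 89.1% of the changed promoters (Wilson 95% interval 87.7% to 90.3%), and 10.9% with the treatments exchanged as in the names of the lists. The covered share of the promoter windows was 36.3% with vehicle and 24.6% with curcumin. Of all promoters with a peak in at least 1 library of the pair, 18.2% changed in *GFI1-36S* mice, against 7.57% in *-36N* and 7.92% in *-KD* mice. The highest-ranked peaks missing from the curcumin library lay at *Lmo2*, *Hoxa9* and *Hoxa7*. A single peak on chromosome 6 of mm10 from 52211038 to 52231329 covered both *Hoxa9* and *Hoxa7* in the vehicle library. The highest-ranked peaks found with curcumin alone lay at *Gpr25*, *Bcl11b* and *Zap70*. The 2 libraries also differed in peaks outside the autosomes. The library labelled curcumin had 3 peaks on chromosome Y, at *Kdm5d*, *Eif2s3y* and *Uty*, and none at *Xist*, whereas the library labelled vehicle had a peak at *Xist* and none on chromosome Y. On the autosomes alone, 88.9% of the changed promoters had lost the peak. Lineage promoters differed as well. Of 14 T-cell promoters, 13 had a peak in the library labelled curcumin and 5 in the library labelled vehicle. Of 18 neutrophil promoters, the numbers were 0 and 16. These differences cannot be separated from treatment in this pair.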

Curcumin treatment however had a minimal effect on acetylation in *GFI1-36S* leukemic cells (Figure 3A). Furthermore, GSEA analysis of the data identified a negative enrichment for tumour related pathways in *GFI1-36N* and -KD mice blast cells treated with curcumin (Figure A4), potentially explaining the factors contributing to the lower AML incidence (Figure 1D), lower c-kit+ cells in BM and spleen (Figure 2A,B), and the number of blast cells (Appendix Figure A3A,B). 

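The Hallmark gene sets were not used here. A list of interferon-stimulated genes stands in for the interferon sets of Figure 4, and 48 of its 49 names matched the annotation. The strongest promoter peak of each gene by fold enrichment was ranked from 0 to 100 among those of the same library, with 0 for no peak, and the rank with vehicle was subtracted from the rank with curcumin. In *GFI1-36N* mice, the median change of the 46 genes with a promoter peak was −16.1, and 41 of them ranked lower with curcumin. Among 10000 random gene lists of the same size and mean rank, the central 95% of medians lay between −0.879 and 5.25, and none was as low. In *GFI1-KD* mice, the median change of 45 genes was −19.2, with 44 genes lower, and the random lists lay between −5.99 and 0.357. In *GFI1-36S* mice, the median change was −18.2 with the treatments as labelled and 18.2 with the treatments exchanged. Of the 45 genes with a promoter peak in each pair, 39 ranked lower with curcumin in both *GFI1-36N* and *-KD* mice. *Rtp4* and *Oas2* are given as examples, chosen after their values were seen because the smaller of the falls in *GFI1-36N* and *-KD* mice was widest for these genes. *Rtp4* went from rank 52.3 to 4.35 in *GFI1-36N* mice and from 51.2 to no peak in *GFI1-KD* mice. *Oas2* went from 47.1 to 0.72 and from 39.0 to no peak.

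**Figure D2:**
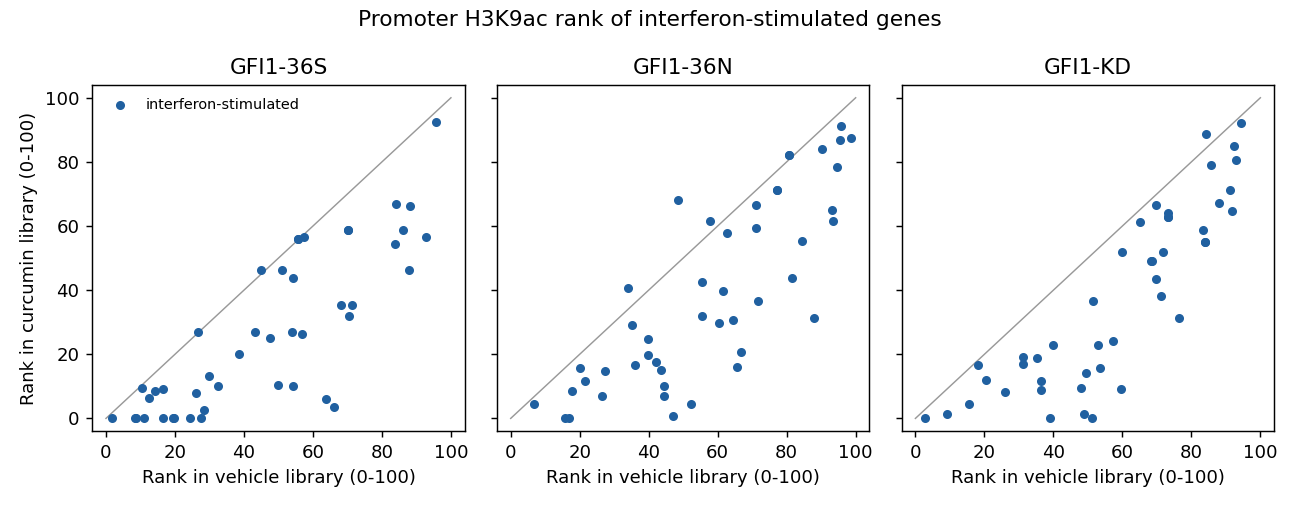
Rank (0 to 100) of the strongest promoter H3K9ac peak of each interferon-stimulated gene in the vehicle library (horizontal axis) and the curcumin library (vertical axis) of each genotype. Each point is 1 gene, the line marks equal ranks, and 41 of 46 genes in *GFI1-36N* and 44 of 45 genes in *GFI1-KD* mice lie below it.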

At a conventional threshold of *p* < 0.05 and an FDR value of <0.25, hallmark_heme metabolism, in particular, has drawn our attention since it was negatively enriched in both *GFI1-36N* and *-KD* curcumin-treated leukemic mice but positively enriched in curcumin-treated *GFI1-36S* mice (Figure 4). 

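For heme metabolism, the enzymes of heme biosynthesis and a wider list of erythroid genes, 49 of 50 names of which matched the annotation, were ranked by the method described for the interferon-stimulated genes. The median rank of the 7 enzymes with a promoter peak changed by −14.1 in *GFI1-36S*, −0.10 in *-36N* and −5.36 in *-KD* mice. In these groups 9.83%, 32.1% and 25.7% of the random lists had a median at or below that of the enzymes. The small change for *-36N* turned positive in 3 alternatives, to 3.10 at most, among genes with a peak in both libraries. *Alas2*, the erythroid form of the first enzyme, lies on chromosome X of mm10 from 150547375 to 150570638. With the treatments as labelled, it had a promoter peak in the vehicle libraries of all 3 genotypes and in no curcumin library. Its rank with vehicle was 2.30 in *GFI1-36S*, 0.10 in *-36N* and 14.7 in *-KD* mice, and with a −log10 q of at least 5 it had a peak in 1 library. *Fech*, whose product inserts the iron, went from rank 56.0 to 74.8 in *GFI1-36N*, from 58.6 to 74.1 in *-KD* and from 76.5 to 40.1 in *-36S* mice. *Ppox* ranked lower with curcumin in each pair as labelled, at 81.2 and 64.8 in *GFI1-36N* mice. With the treatments exchanged, the *GFI1-36S* ranks of *Alas2*, *Fech* and *Ppox* change places. Of the erythroid genes, 45 had a promoter peak in the *GFI1-KD* pair, and their median change was −14.6, lower than in all 10000 random lists. The median change of 45 genes in *GFI1-36N* mice was 2.20, a value at or above 37.3% of the random medians. In *GFI1-36S* mice the median change of 44 genes was −22.8 with the treatments as labelled and 22.8 with the treatments exchanged. At *Hmox1*, which encodes heme oxygenase 1, the rank was 28.5 with vehicle and 31.4 with curcumin in *GFI1-36N* mice and 31.7 and 37.8 in *GFI1-KD* mice. *Gfi1b* ranked 9.55 and 10.6 in *GFI1-36N* and 17.1 and 3.18 in *GFI1-KD* mice. In *GFI1-36S* mice, *Gfi1b* had rank 15.0 in the library labelled vehicle and no peak in the library labelled curcumin. *Hmox1* ranked 29.7 in both of these libraries. *Mcl1* ranked above 96 in all 6 libraries, and *Mycn* had a weak peak in 3.

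**Figure D3:**
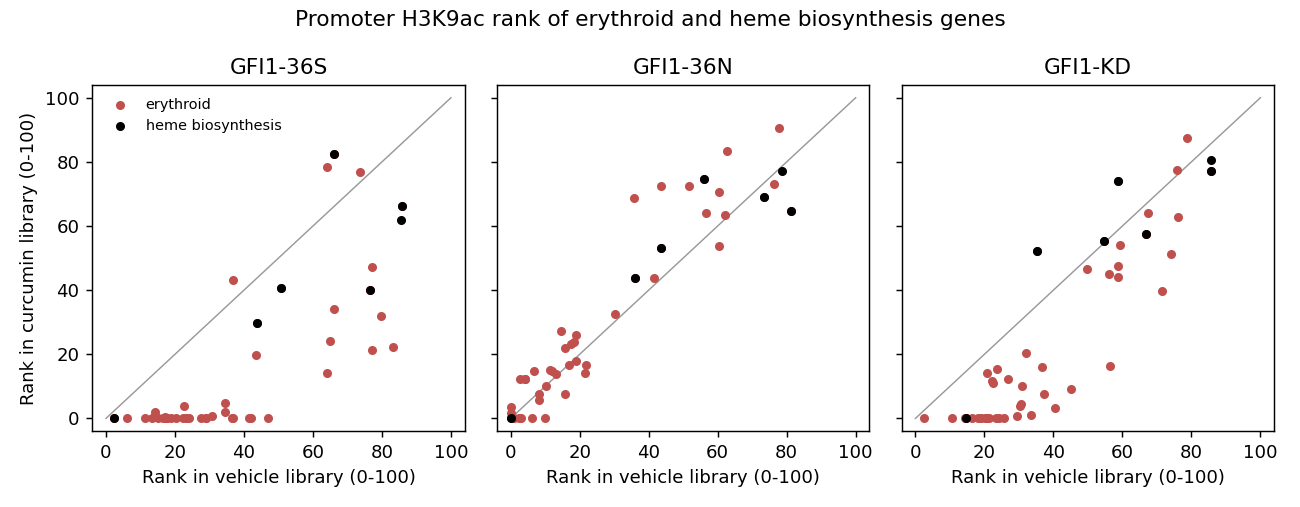
Rank (0 to 100) of the strongest promoter H3K9ac peak of each erythroid (red) and heme biosynthesis gene (black) in the vehicle library (horizontal axis) and the curcumin library (vertical axis) of each genotype. Each point is 1 gene, the line marks equal ranks, and the erythroid genes lie mostly below it in *GFI1-36S* and *-KD* mice and around it in *-36N* mice.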

Our findings thus identified heme metabolism as one of the possible factors governed by GFI1 expression and need further investigation. In summary, our data thus underscored a role for different forms of GFI1 protein in histone acetylation and thereby regulating GFI1 expression dependent TSS and AML development.

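Between the vehicle libraries of different GFI1 forms, most promoters with a peak were shared. *GFI1-36N* and *-36S* mice had 10978 promoters with a peak in common, 355 with a peak in *GFI1-36N* alone and 399 in *GFI1-36S* alone. *GFI1-KD* and *-36S* mice shared 11125, with 641 in *GFI1-KD* alone and 252 in *GFI1-36S* alone. Between the curcumin libraries, 2248 promoters had a peak in *GFI1-36N* but not *-36S* mice and 173 the reverse, and 1679 had a peak in *GFI1-KD* but not *-36S* mice and 298 the reverse. These comparisons depend on the *GFI1-36S* labels and were not computed with the treatments exchanged. Across genes, the change in promoter rank with curcumin had a Spearman's rho of −0.0093 between *GFI1-36N* and *-KD* mice over 11533 genes. With the treatments as labelled, it was 0.0933 between *GFI1-36S* and *-36N* mice (11363 genes) and 0.0558 between *GFI1-36S* and *-KD* mice (11277 genes). The genes are not independent replicates. The paper draws its summary after presenting the promoter changes of Figure 3 and the gene sets of Figure 4, both described by GFI1 form.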

## 3. Discussion

We have earlier reported that a lower expression of GFI1 or the expression of its SNP variant, promoted the progression of MDS to AML in the murine model of MDS/AML, *NUP98-HOXD13* [1,6,14]. At a molecular level, as compared with the *GFI1-36S* murine model, *GFI1-36N* or lower expression resulted in increased H3K9 acetylation of the regulatory elements of GFI1 target genes and contributed to the progression of MDS to AML [7]. Complementing this observation, histone acetyltransferase inhibitor (HATi) treatment with CTK7a impeded leukaemia progression of *GFI1-36N* expressing leukemic cells [1,6,14]. CTK7a is a nonspecific, toxic inhibitor and is unavailable for use in clinics. We, therefore, sought to investigate curcumin (a natural antioxidant, anti-inflammatory and a HATi) for its efficacy in impeding the MDS-AML progression, improving therapy outcome and shedding light on the molecular basis of the effect of curcumin treatment.

Using the *NUP98-HOXD13* murine model of MDS, our data demonstrated that curcumin treatment specifically impeded MDS-AML progression. As indicated by different markers (frequency of c-kit+ cells in spleen and BM, reduced blast counts) diseases progression was hindered in *GFI1-36N* and *-KD, NUP98-HOXD13-tg* mice treated with curcumin. 

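H3K9ac sites over the whole genome were compared on 37691 consensus peaks, the merged peaks of all lists that had a peak in at least 2 of them. In *GFI1-36N* mice, 29563 consensus peaks were present with vehicle and 32315 with curcumin. Of the 35335 present in at least 1 library of the pair, 75.1% were in both (Wilson 95% interval 74.7% to 75.6%), while 5772 were found with curcumin alone and 3020 with vehicle alone. Promoters accounted for 13.1% of the sites found with curcumin alone and for 41.6% of those in both. In *GFI1-KD* mice, 30141 consensus peaks were present with vehicle and 24328 with curcumin. Here 66.0% of 32815 were in both libraries (65.5% to 66.5%), 2674 with curcumin alone and 8487 with vehicle alone. In *GFI1-36S* mice, 39.7% of 30711 were in both (39.2% to 40.2%), 942 in the library labelled curcumin alone and 17577 in the library labelled vehicle alone. The shares moved with the number of peaks taken. With the top peaks of each list in equal number, 80.0%, 78.5% and 60.7% of the consensus peaks were in both libraries in *GFI1-36N*, *-KD* and *-36S* mice. Over the union of all peaks, the shares were 54.5%, 54.5% and 32.8%. Enhancer annotation was not used here.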

On a molecular level, CHIP sequencing in curcumin-treated *GFI1-36N* and *-KD, NUP98-HOXD13-tg* mice, demonstrated an upregulation of H3K9 acetylation (open chromatin sites) but not in control mice treated with vehicle or curcumin. Of note, these sites were of relevance and have been implicated in AML and cancer development. To gain further insights into different signalling cascades, a GSEA analysis was performed. Interestingly, the hallmark_heme metabolism was negatively enriched in both *GFI1-36N* and *-KD, NUP98-HOXD13-tg* mice but positively enriched in curcumin-treated *GFI1-36S* mice. This observation potentially indicated a role for different forms of GFI1 protein in regulating reduced histone acetylation and thereby affecting diversified processes driving AML progression. The negative effects of curcumin treatment in the reduction of intracellular heme level have been reported in SH-SY5Y (human neuroblastoma) cells by upregulating heme oxygenase 1 (HO-1), a rate-limiting enzyme responsible for heme degradation. [28]. Recently in paediatric AML patients, upregulated *MYCN* could be associated with increased heme biosynthesis, which is required for self-renewal and maximal mitochondrial respiration [29]. Furthermore, the study also identified therapeutic vulnerabilities by targeting porphyrin homeostasis, preventing *MYCN* hematopoietic progenitor self-renewal and suppressing myeloid leukaemogenesis [29]. Interestingly the paralogue of *Gfi1, Gfi1aa* and *Gfi1b*, have been implicated in setting the pace for primitive red blood cells differentiation from hemangioblasts in zebrafish embryos [30]. Furthermore, in the context of B cell lineage leukaemia’s, the heme-sensing pathway modulated apoptotic sensitivity by repressing *MCL-1* and increased their responsiveness to BH3-mimetics [31].

However, the experiments in this study were performed with only one murine model of MDS as others were not available to us. Preclinical studies with human MDS in murine setting are difficult to establish but this would represent future directories. Due to technical limitations, we could not correlate epigenetic changes with gene expression changes.

Taken together, our observations improve our understanding of GFI1 function, identified a novel role for GFI1 variants in heme biosynthesis and established GFI1 variants as biomarkers in AML therapeutic strategies. However further studies are warranted to better understand the role of different GFI1 proteins in regulating heme metabolism and to exploit at a therapeutic level in AML patients. This study shows that additional epigenetic therapeutic approaches could improve prognosis of MDS patients and since curcumin is well tolerated this would justify a Phase I trial with MDS patients.

## 4. Materials and Methods

### 4.1. Mouse Strains

*NUP98-HOXD13* transgenic (*tg*) mice were obtained from The Jackson Laboratory (Bar Harbor, ME, USA). *GFI1-36S*, *-36N* and *-KD* mouse trains have been previously described [1,6,14]. The mice were housed under specific pathogen-free conditions. Animal studies were performed following the approved protocols of the government ethics committee for animal experimentation (document numbers 84-02.04.2015.A022 and 84-02.04.2015.A076).

### 4.2. Curcumin Treatment

Curcumin (curcuma longa) was procured from Sigma (Cat. C1386-50G Missouri, United States). The mice were treated with 20 mg/kg curcumin weekly by intraperitoneal (i.p.) injection. Control mice received an equal volume of DMSO.

### 4.3. Flow Cytometry

When the mice showed signs of overt leukaemia or reduced overall health, mice were euthanized and cells from BM, spleen, PB cells were analyzed. Various antibodies to evaluate onset of leukaemia were procured from BioLegend (San Diego, CA, USA) (APC anti-mouse CD117 (c-kit), PE anti-mouse Ly-6G/Ly-6C (Gr-1), PerCP anti-mouse (CD11b), PE anti-mouse (CD8a), PerCP anti-mouse (CD4), PerCP anti-mouse (B220), PE anti-mouse (TER-119). Apoptosis was quantitatively analysed by flow cytometry using Annexin V (BioLegend, San Diego, CA, USA) and propidium iodide (Sigma, MO, USA). The flow cytometry staining was performed as previously described [6].

### 4.4. Chromatin Immunoprecipitation Sequencing (ChIP-Seq)

ChIP assays were performed as previously described [32]. Briefly, 1 × 10^7^ frozen BM cells were washed with PBS. The cells were cross-linked with 1% formaldehyde, lysed and sonicated to an average size of around 500 bp. Immunoprecipitation was conducted anti-histone H3 (acetyl 9) antibody (Abcam ab4441) or a control antibody and collected with protein G beads. The beads were washed and samples were eluted. After reverse-crosslinking, eluted DNA was purified with the Qiaquick PCR Purification Kit (QIAGEN, Germantown, Maryland). Following the manufacturing instructions, we amplified each sample using the Illumina kit and sequenced it with the Illumina 2G Genome Analyzer. Furthermore, Trim Galore was used to remove adapters from the sequencing reads. Sequencing reads were mapped to the mouse reference genome mm10 using BWA-MEM. Peaks were called using MACS2 and filtered with ENCODE black list regions. Peaks were then annotated by ChIPseeker. DiffBind was used for consensus peak finding and read count normalization. Enhancers were annotated based on curated enhancer regions from EnhancerAtlas 2.0.

### 4.5. Gene Expression

Gene set enrichment analysis (GSEA) was performed by comparing *GFI1-36S/ -36N/ -KD* samples isolated from with curcumin and vehicle-treated mice and differentially regulated Hallmark gene sets in the Molecular Signature Database were analyzed. The input of GSEA is the normalized peak read counts of all genes. For genes with multiple associated peaks, the peak with the largest absolute fold change between two conditions was used. GSEA was set to rank genes based on the log2 fold change of the normalized peak read counts of two conditions.

### 4.6. Statistical Methods

Statistical analyses were performed using GraphPad Prism 9 software (GraphPad Software, La Jolla, CA, USA). Paired or unpaired two-sided *t*-test, Log-rank (Mantel-Cox) test were used to analyse statistical significance. A *p*-value of <0.05 was considered significant.

## Figures and Tables

**Figure 1:**
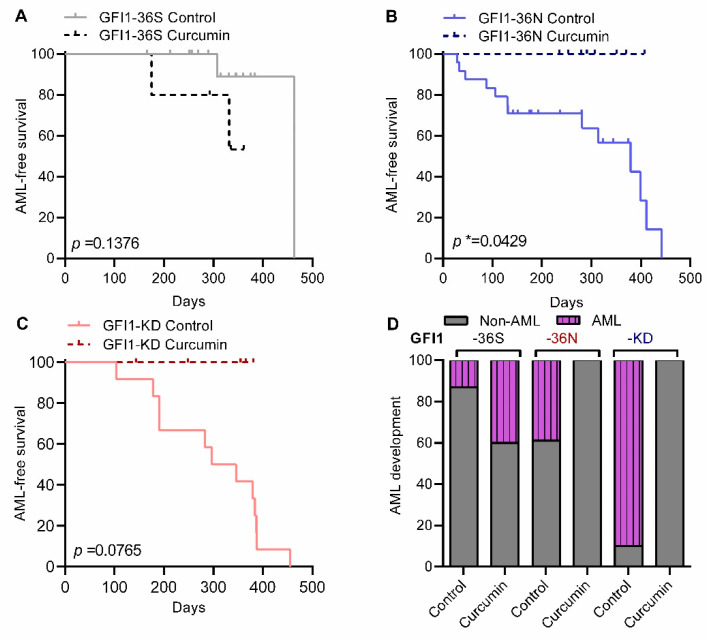
Effect of curcumin on AML free survival of *GFI1-36S/ -36N/-KD*, *NUP98/HOXD13*-*tg* mice. (**A**–**C**). Overview of the AML-free survival in GFI1-36S (**A**), GFI1-36N (**B**) and GFI1-KD (**C**) mice treated with curcumin or vehicle. (**D**). Quantification of AML development in vehicle or curcumin-treated *GFI1-36S*, *-36N* and *-KD, GFI1-36S/ -36N/-KD*, *NUP98/HOXD13*-*tg* mice. * *p* < 0.05.

**Figure 2:**
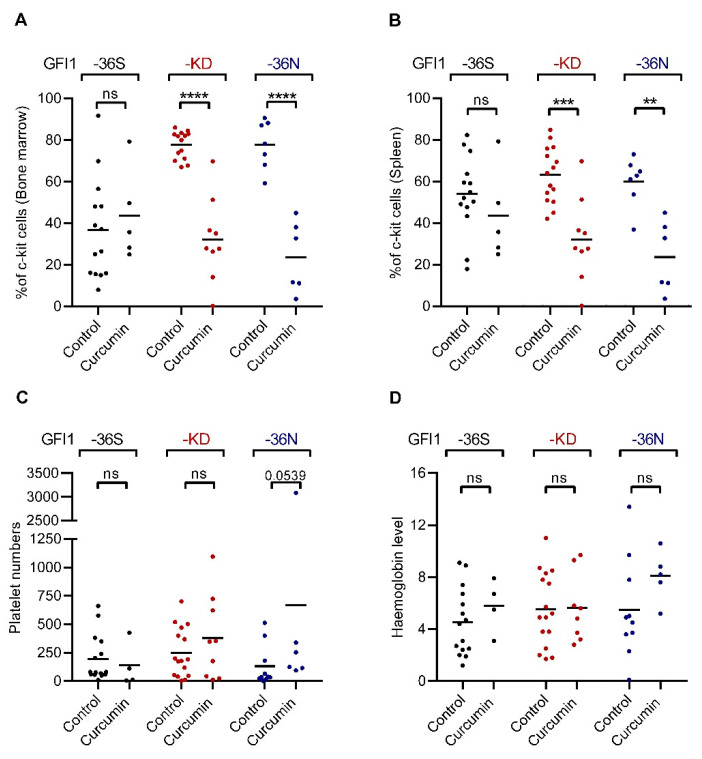
Curcumin treatment affected parameters contributing to AML development. (**A**,**B**). Percentage of c-kit positive (c-kit+) cells in the bone marrow (BM) and spleen in the vehicle and curcumin-treated *GFI1-36S/ -36N* and *-KD, NUP98/HOXD13-tg* mice. (**C**,**D**). Quantification of platelets and haemoglobin in curcumin and vehicle-treated *GFI1-36S/ -36N* and *-KD, NUP98/HOXD13-tg* mice. **** *p* < 0.001, *** *p* < 0.005, ** *p* < 0.01. ns: not significant.

**Figure 3:**
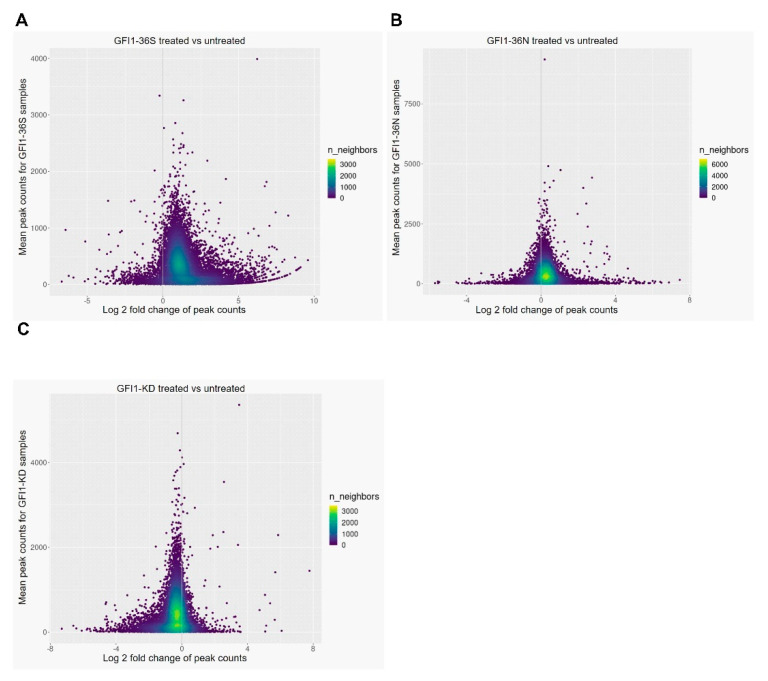
Curcumin treatment affected GFI1 promoter occupancy in the c-kit+ cells *GFI1-36S/-36N* and *-KD, NUP98/HOXD13-tg* mice. CHIP sequencing was performed in the frozen BM cells of *GFI1-36S/ -36N* and *-KD, NUP98/HOXD13-tg* mice. The mean and log2 fold change of peak counts (promoter ±1 kb) in *GFI1-36S* (**A**), *-36N* (**B**) and *–KD* (**C**), *NUP98/HOXD13-tg* mice (vehicle vs curcumin treatment) are shown. Peak counts were calculated as normalized read counts for each consensus peak located in promoter regions (±1 kb). Individual points are coloured by the number of neighbouring points to display the point density.

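The *Gfi1* gene lies on the minus strand of chromosome 5 of mm10 from 107716657 to 107726036. All 6 libraries had a promoter peak there, and 5 did with the summit inside the window. The paper's introduction describes strains with human *GFI1-36S* or *-36N* cDNA placed at this locus. Spans and ranks on mm10 may therefore also reflect the altered allele, whose zygosity differs between the names of the *GFI1-36N* lists. In *GFI1-36S* mice, the strongest promoter peak spanned 107722858 to 107727345 with vehicle and 107722761 to 107727315 with curcumin, and its rank by fold enrichment was 21.0 and 68.8. With the treatments exchanged, these ranks change places. In *GFI1-36N* mice, the peak spanned 107724177 to 107727214 with vehicle and 107723861 to 107728633 with curcumin, at ranks 21.1 and 35.5. In *GFI1-KD* mice, it spanned 107722779 to 107727353 with vehicle and 107723113 to 107725929 with curcumin, at ranks 26.7 and 29.3. *Kit*, on chromosome 5 from 75574916 to 75656722, encodes the c-kit receptor. Its promoter peak had rank 8.74 with vehicle and 19.5 with curcumin in *GFI1-36N* mice and 17.6 and 7.27 in *GFI1-KD* mice. In *GFI1-36S* mice it had rank 33.4 in the library labelled vehicle and no peak in the library labelled curcumin.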

**Figure 4:**
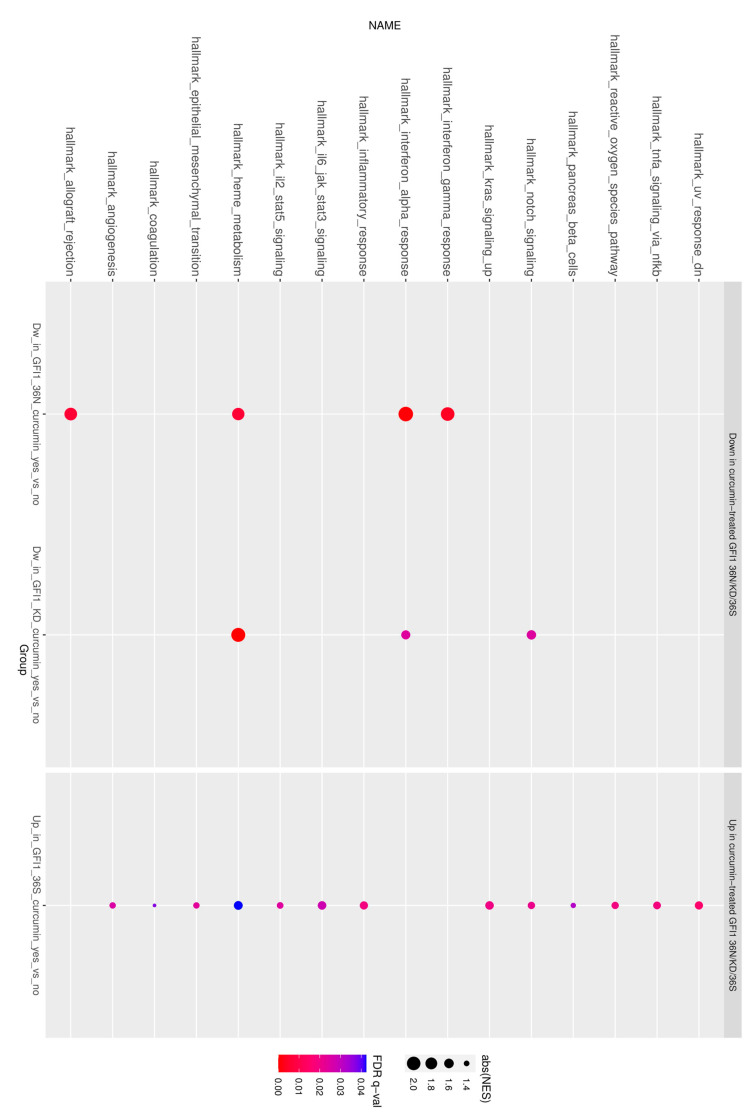
Curcumin treatment significantly affected hallmark Heme-metabolism in *GFI1-36N/-KD, NUP98-HOXD13-tg* mice. Significantly enriched (FDR q-value < 0.05) hallmark gene sets between curcumin-treated and untreated samples are presented. Genes were ranked by log 2 fold change of normalized peak read counts between curcumin-treated and untreated samples. For genes with multiple associated peaks, the peak with the largest absolute fold change was used. The colour of the dot denotes the FDR q-value and the size of the absolute value of the normalized enrichment score. The columns from left to right respectively demonstrate negatively enriched gene sets in GFI1-36N/ -KD and positively enriched gene sets in *GFI1-36S*, *NUP98-HOXD13-tg* curcumin-treated samples.

## Data Availability

ChIP-seq data from murine bone marrow samples are deposited under GEO GSE 190974. https://www.ncbi.nlm.nih.gov/geo/info/linking.html. (now this is a private link, it’s accessed date: 1 January 2022).

How the deposited data were processed for this re-analysis (not part of the article)

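H3K9ac ChIP-seq was analysed in BM cells of *GFI1-36S*, *-36N* and *-KD*, *NUP98-HOXD13-tg* mice, with 1 vehicle and 1 curcumin library per genotype, 6 libraries in all. An input sample of *GFI1-36S* and a rabbit IgG sample of *GFI1-36N* mice are labelled as controls and were not used here. The authors removed adapters with Trim Galore, mapped the reads to mm10 with BWA-MEM, called peaks in each library separately with MACS2 and filtered them with the ENCODE black list. The deposited fold enrichment is the ratio of the fragments at the summit to the local background. The −log10 p and −log10 q of each peak and its integer score were also written by the authors' peak caller. These values are not normalized between libraries and were used to describe, rank or filter the peaks within a list. The paper's text does not name the control of each list, the threshold or the handling of duplicates.

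Genes and TSSs were taken from GENCODE release M21 for the same assembly, with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. A promoter covered 1000 bp on each side of any TSS of a protein-coding gene. Overlap meant at least 1 bp. Promoters with a peak in exactly 1 library of a pair were counted as changed, with a Wilson 95% interval from scipy that covers counting error only. The covered share and the distribution around the TSS used 1 TSS per gene. Consensus peaks were the merged peaks with a peak in at least 2 lists. For gene lists, the strongest promoter peak of each gene was ranked from 0 to 100 among those of its library, and the median change in rank was placed among the medians of 10000 random lists of the same size, drawn from 10 bins of mean rank. Lists of erythroid, heme biosynthesis, interferon-stimulated, neutrophil, T-cell, B-cell, progenitor and Y-linked genes were used. In the alternative matched on GC content as well, the GC percentage came from the GRCm38.p6 sequence, and every gene of the lists tested had a value.

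The fragments at each summit were recovered from the relation by which MACS2 computes fold enrichment and p. The relation held within 0.002 on the −log10 p scale for at least 98.6% of the peaks of each library. The depth of each library relative to its control came from the worth of 1 ChIP fragment after scaling. For *GFI1-36N* curcumin that worth was 1, so the worth of 1 control fragment was used, read from the spacing of raised background values. This case was not covered by the simulated data. The depth was 1.12 and 1.01 for *GFI1-36S* vehicle and curcumin, 1.05 and 0.950 for *GFI1-36N*, and 1.19 and 1.10 for *GFI1-KD*. Summit heights were compared between the 2 libraries of a pair after division by the recovered genome background, which scales for depth and fragment length.

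The steps were tested on simulated data. After the peaks of 200 of 11377 promoters were removed, all 200 were called lost, and the other 50 promoters called lost shared a removed peak. A list of 45 among 11377 genes shifted by −15 was recovered with a median of −15.2, and 4.50% of 200 lists with no shift fell outside the central 95% of random lists. For 5000 simulated peaks, the fragment counts were recovered for 100.0%.

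The alternatives listed here, the gene lists and the rule for naming genes were set before the data were examined. By that rule, the genes named are *Gfi1* first, the other genes named by the paper, the heme biosynthesis enzymes, and for each genotype the 3 lost and 3 gained promoters with the highest-ranked peak. Not every gene under this rule is reported here. Other genes are marked where they appear. The alternatives were a −log10 q of at least 5, the 20354 top peaks of each list, genes of all biotypes, autosomes alone, a window of 3 kb, the peak summit inside the window, other definitions of the consensus, ranks by −log10 p, genes with a peak in both libraries and, for *GFI1-36S*, the treatments exchanged. With 1 library per group no test across mice was possible. DiffBind counts, GSEA with the Hallmark gene sets, GFI1 target genes and enhancers were not analysed here.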

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

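The tests on recovered depth, immunoprecipitation and cell lineage in this part were chosen only after the results were seen, and those on equal numbers of peaks, on the threshold and on sex were set before.

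The library labelled *GFI1-36S* curcumin had 3 peaks on chromosome Y, whereas the other 5 libraries had none. They lie at *Kdm5d* (897673 to 898373), *Eif2s3y* (1010391 to 1011168) and *Uty* (1244975 to 1245704) of mm10. The same library had no peak at *Xist*, where the other 5 libraries had one, for example from 103480402 to 103484226 on chromosome X with *GFI1-36S* vehicle. Of the 6 Y-linked promoters listed beforehand, 3 had a peak in the *GFI1-36S* pair, 0 in the *GFI1-36N* pair and 0 in the *GFI1-KD* pair. On the autosomes alone, 88.9% of the changed promoters in this pair had lost the peak, so the sex chromosomes do not account for the share of 89.1%. The peaks are consistent with a male mouse for this library and female mice for the others. Sex is thus confounded with treatment in the *GFI1-36S* pair, whichever library received curcumin. The paper does not report on these peaks.

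In the same library, 13 of 14 T-cell promoters had a peak, against 5 in the *GFI1-36S* vehicle library. The median rank of the T-cell genes was 27.1 higher there, above all 10000 random lists. None of 18 neutrophil promoters had a peak, against 16 with vehicle, and the median change of the 16 was −17.8, while the median change of the stem and progenitor genes was −30.6. With equal numbers of top peaks these changes were 27.1, −12.7 and −25.9. The neutrophil and progenitor lists still fell below the central 95% of random lists, so fewer peaks called in that library do not fully explain them. Among the 3 progenitor genes with a peak in both libraries, the change of −10.8 lay within the range of random lists, and no neutrophil gene could be compared in this way. For the T-cell list this setting decides nothing, since it leaves the curcumin list whole. The peak from 52211038 to 52231329 that covers *Hoxa9* in the vehicle library was also missing. A candidate explanation is that T-lineage cells took the place of myeloid cells in this library. The lists that test it are also those that showed the pattern, so it stays a hypothesis. The cell composition of the sample was not measured, and whether curcumin, the mouse or the sample produced it cannot be told from 1 library.

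Curcumin and vehicle differed in opposite directions in *GFI1-36N* and *-KD* mice. The covered share of the promoter windows rose by 2.04 percentage points in *GFI1-36N* and fell by 4.49 in *GFI1-KD* mice. The difference between the genotypes was not tested, since each has 1 library per treatment. With equal numbers of top peaks, the lost promoters made up 37.99% of the changed promoters in *GFI1-36N*, 78.3% in *GFI1-KD* and 77.3% in *GFI1-36S* mice, on the same side of 50% as with all peaks, though nearer to it. The reading of this test was settled after its values were seen. Relative to the control, the curcumin library was also the shallower one in all 3 pairs, at 0.909 times the depth of vehicle in *GFI1-36N* mice, where it had more peaks. If the 2 lists of a pair share a control, depth does not account for the opposite directions. After scaling the recovered fragments to the depth of the curcumin library, 0 vehicle promoters in *GFI1-36N*, 0 in *GFI1-KD* and 3 in *GFI1-36S* mice fell under the smallest count called there. The count of such promoters decides nothing, since the lowest vehicle counts of *GFI1-36N* and *-KD* mice lie above that limit after scaling, and the smallest count in a list is not the local limit of the peak caller. The gained *GFI1-36N* promoters had a median rank of 5.07 and the lost *GFI1-KD* and *-36S* promoters of 5.48 and 11.1, but a peak called in 1 of 2 libraries tends to be weak under any cause, so these ranks do not show whether the threshold of the peak caller contributed. At promoters with a peak in both libraries, the median log2 ratio of summit heights was 0.32 in *GFI1-36N*, −0.18 in *GFI1-KD* and −0.78 in *GFI1-36S* mice. These promoters have a peak on both sides, so the threshold does not fully explain the opposite directions. A difference in the efficiency of the immunoprecipitation would give such a shift, as would a change of acetylation at most promoters, and the 2 cannot be told apart in these libraries. The different zygosity in the names of the *GFI1-36N* lists is a further difference of that pair.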

How the results depend on the processing

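Alternatives for the T-cell, neutrophil and progenitor lists and for the summit heights were chosen after seeing the data, and the others before. The cause of each change was not tested.

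The numbers of promoters with a peak stayed within 1.5 times in all 6 libraries and alternatives. The share of lost promoters stayed on the same side of 50% except when the *GFI1-36S* treatments were exchanged, where it was 10.9%. With equal numbers of top peaks it was 77.3% in *GFI1-36S*, 37.99% in *GFI1-36N* and 78.3% in *GFI1-KD* mice. With the summit inside the window the values were 85.7%, 27.5% and 78.1%. With a −log10 q of at least 5 it was 30.1% in *GFI1-36N* and 80.5% in *GFI1-KD* mice, and with genes of all biotypes 87.2% in *GFI1-36S* and 27.5% in *GFI1-36N* mice. The covered share of promoter windows kept its direction except for 11.7 points with the *GFI1-36S* treatments exchanged. With genes of all biotypes it changed by −6.01 points in *GFI1-36S*, 1.13 in *GFI1-36N* and −2.52 in *GFI1-KD* mice. In *GFI1-36S* mice it changed by −10.6 with equal numbers of top peaks and by −8.15 in windows of 3 kb.

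The share of consensus peaks in both libraries moved in every alternative. For *GFI1-36S*, *-36N* and *-KD* mice, it was 25.7%, 67.3% and 56.8% when the peaks of a list had to cover at least 50% of the consensus peak, 46.7%, 78.7% and 72.1% with a −log10 q of at least 5, 60.7%, 80.0% and 78.5% with equal numbers of top peaks, and 32.8%, 54.5% and 54.5% for the union of all peaks. The order of the genotypes, with *GFI1-36S* lowest, held in each, while *GFI1-36N* and *-KD* mice were alike for the union of all peaks.

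The median change of the interferon-stimulated genes stayed between −14.2 and −20.3 with the treatments as labelled, and was 18.2 in *GFI1-36S* mice with the treatments exchanged. With the treatments exchanged, the *GFI1-36S* change was 22.8 for the erythroid, 14.1 for the heme biosynthesis, −27.1 for the T-cell, 17.8 for the neutrophil and 30.6 for the progenitor genes, and the median log2 ratio of summit heights was 0.78. Among genes with a peak in both libraries, the *GFI1-36N* changes were 5.53 for the erythroid, 3.10 for the heme biosynthesis and 1.44 for the T-cell genes. Under the same setting, the *GFI1-36S* changes were 38.9 for the T-cell and −10.8, within the range of random lists, for the progenitor genes, and the *GFI1-KD* change was −1.14 for the neutrophil genes, while no neutrophil promoter had a peak in both *GFI1-36S* libraries. In *GFI1-36N* mice, the heme biosynthesis change was 2.71 with a −log10 q of at least 5 and 2.29 with equal numbers of top peaks, and the neutrophil change was 1.63 with the latter. Scaled by depth alone, the median log2 ratio of summit heights was 0.15 in *GFI1-36N* and −0.37 in *GFI1-KD* mice. For genes named individually, 15 counts of libraries with a promoter peak moved, such as *Alas2* from 3 to 1 with a −log10 q of at least 5.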

Differences from the paper's values

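Figure 3 shows the log2 change of normalized read counts at promoter peaks. The nearest measure here is the median log2 ratio of summit heights at promoters with a peak in both libraries, which was chosen after seeing the data and is not the same quantity. In *GFI1-36S* mice, the paper's points centre on about 1 in Fig. 3A, read by eye, and the value here was −0.78. With the treatments exchanged as in the names of the lists, a setting applied to this measure after its values were seen, it was 0.78. It then no longer differed, given a reading error of 0.5 in Fig. 3A, against 0.1 in Fig. 3B and 3C. When scaled by depth alone, with the treatments as labelled, the value was −0.70. In *GFI1-36N* mice, the paper's points centre on about 0.2 in Fig. 3B, read by eye, and the value here was 0.32. In *GFI1-KD* mice, they centre on about −0.3 in Fig. 3C, read by eye, and the value here was −0.18. Scaled by depth alone, a setting also chosen after seeing the values, these were 0.15 and −0.37 and no longer differed. None of the alternatives set before the data were examined applies to the latter pairs.

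The paper gives lower promoter acetylation with curcumin in *GFI1-36N* mice relative to *GFI1-36S* cells, and a lowered average distribution around the TSS. Its points in Fig. 3B, read by eye, centre on about 0.2, which is a rise. The values here compare the treatments within *GFI1-36N* mice alone. Here the covered share of the promoter windows rose by 2.04 percentage points and 24.3% of the changed promoters had lost the peak. No alternative turned these directions. The paper's discussion, unlike its results, gives an increase of H3K9ac sites in both *GFI1-36N* and *-KD* mice. In *GFI1-36N* mice, 5772 consensus peaks were found with curcumin alone and 3020 with vehicle alone, which is the direction of that statement. In *GFI1-KD* mice, 2674 were found with curcumin alone and 8487 with vehicle alone, the opposite direction. The paper describes little effect in *GFI1-36S* mice, in which 18.2% of the promoters with a peak changed, the highest share of the genotypes. The 2 libraries of that pair also differ in sex chromosome peaks, lineage promoters and number of peaks, so this share cannot be ascribed to curcumin. Heme metabolism is lower with curcumin in *GFI1-36N* mice and higher in *GFI1-36S* mice in Fig. 4. That figure uses Hallmark gene sets and, for each gene, the associated peak whose read count changed most. The values here are changes in promoter rank for other gene lists and are not the same quantity. Here the erythroid genes had a median change of 2.20 and the heme biosynthesis genes of −0.10 in *GFI1-36N* mice. In *GFI1-36S* mice the changes were −22.8 and −14.1, and 22.8 and 14.1 with the treatments exchanged, the setting under which the direction is that of the paper.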

Other observations

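The tests in this part, apart from the one on erythroid genes, were chosen only after the results were seen, although the exchanged treatments had been set as an alternative earlier.

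Interferon-stimulated promoters ranked lower with curcumin than with vehicle in the *GFI1-36N*, *-KD* and, as labelled, *-36S* pair, and 38 of 45 genes did so in every pair. Fig. 4 lists interferon sets as lower in *GFI1-36N* and *-KD* mice, but the paper's text does not discuss them. The median GC content of these promoters was 51.1% against 53.7% for all promoters with a peak in the *GFI1-36N* pair. When the random lists were matched on GC content as well as rank, 0.01% of them had a median at or below that of the interferon list in *GFI1-36S* and 0.00% in *GFI1-36N* and in *GFI1-KD* mice, so GC content does not account for it. A different mixture of cells in the 2 libraries was examined with 5 lists of erythroid, neutrophil, B-cell, T-cell and progenitor genes. The number of these lists outside the central 95% of random lists was 4 in *GFI1-36S*, 3 in *GFI1-KD* and 0 in *GFI1-36N* mice. The B-cell list rested on 4 genes in *GFI1-36N* mice, and with a window of 3 kb the T-cell list, with a median change of −1.60, also left this range there. The fall of the interferon-stimulated promoters thus cannot be told apart from such a mixture. These lists showed less sign of one in *GFI1-36N* mice. The paper, however, reports a lower percentage of c-kit+ BM cells with curcumin in *GFI1-36N* mice (Fig. 2A), so their mixture may differ as well. A lower interferon response with curcumin may be proposed as a hypothesis for *GFI1-36N* mice. The mixture of cells, the state of the single animals, their zygosity and the efficiency of the immunoprecipitation at these promoters remain as other explanations, which 1 mouse per group leaves open.

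The erythroid genes other than the heme biosynthesis enzymes changed by −23.9 in *GFI1-36S*, 2.20 in *-36N* and −18.0 in *-KD* mice. If a smaller share of erythroid cells were the cause, other lineages would have been expected to rise. In *GFI1-KD* mice the stem and progenitor genes rose by 4.49 at the median, above the central 95% of random lists. Of these 14 genes, 9 rose and 5 fell. *Hox* genes such as *Hoxa9*, with 88.2, were among those that rose, as were *Pbx3* with 51.5 and *Cd34* with 7.94. *Kit* changed by −10.3 and *Cd33* by −23.1. *Pbx3*, *Cd34* and *Cd33* were named after their values were seen. The list was not tested without the *Hox* genes, so the rise does not decide whether the mixture differed. The neutrophil genes changed by −15.1, and by −1.14 among genes with a peak in both libraries, within that range. In *GFI1-36S* mice the neutrophil genes fell by 17.8 and the T-cell genes rose. The fall of the erythroid genes therefore cannot be told apart from a change in the mixture of cells. The heme biosynthesis enzymes in the *GFI1-KD* pair, with a median change of −5.36, stayed within the range of random lists.

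The direction of the *GFI1-36S* pair depends on which of its 2 lists is taken as curcumin. With the treatments exchanged, the lost promoters made up 10.9% of those that changed and the erythroid genes rose by 22.8. A mislabelled sample is a possible explanation for the difference from the paper, but an exchange turns every sign in the pair, so these values alone cannot decide it. The names of the lists and the directions in Fig. 3A and Fig. 4 go with the exchange. They do not show which mouse received curcumin. The sex and lineage differences between these libraries remain either way.

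The *Hox* clusters differed between libraries. They were examined after *Hoxa9*, *Hoxc4* and *Hoxc5* appeared among the changed promoters. The *Hoxc* cluster, on chromosome 15 from 102921103 to 103036852, had no peak in the *GFI1-KD* vehicle library and 14 peaks covering 37.2 kb in the *GFI1-KD* curcumin library. The other libraries had 11 and 3 peaks there in *GFI1-36S* vehicle and curcumin, and 17 and 19 in *GFI1-36N* vehicle and curcumin. In the *Hoxa* cluster, on chromosome 6 from 52155590 to 52260880, peaks covered 8.42 kb in *GFI1-KD* vehicle and 1.61 kb in *GFI1-36S* curcumin, against 24.5 to 29.1 kb in the other 4 libraries. *Hoxa9* ranked 11.0 with *GFI1-KD* vehicle and 99.2 with *GFI1-KD* curcumin, and 99.4 and 99.7 in *GFI1-36N* vehicle and curcumin. With the summit inside the window, *Hoxa9* had a promoter peak in 1 library instead of 5, while *Hoxa7* kept 5. The ranks near 99 belong to wide peaks over several genes. No explanation was tested.

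The local background in the lists was compared at summits within 50 bp of each other. Among the lists of *GFI1-36S* and *-KD* mice, a raised background recurred at the same summits with odds ratios of at least 102.6. In the *GFI1-36N* pair the odds ratio was 96.0. Between *GFI1-36N* and the other lists, the odds ratios ranged from 1.28 to 2.39. These values are consistent with another control for the *GFI1-36N* lists than for the *GFI1-36S* and *-KD* lists. If so, comparisons between *GFI1-36N* and the other genotypes would also compare controls. The paper does not name the control of each list.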
